# Identification of androgen-responsive lncRNAs as diagnostic and prognostic markers for prostate cancer

**DOI:** 10.18632/oncotarget.11391

**Published:** 2016-08-19

**Authors:** Xuechao Wan, Wenhua Huang, Shu Yang, Yalong Zhang, Honglei Pu, Fangqiu Fu, Yan Huang, Hai Wu, Tao Li, Yao Li

**Keywords:** long non-coding RNA, prostate cancer, androgen receptor, expression profiling, biomarkers

## Abstract

Prostate cancer (PCa) is a leading cause of mortality among males. Long non-coding RNAs (lncRNAs) are subclass of noncoding RNAs that may act as biomarkers and therapeutic targets. In this study, we firstly conducted analysis of global lncRNA expression patterns by using our own cohort (GSE73397) and two public available gene expression datasets: The Cancer Genome Atlas (TCGA) and GSE55909. Next, we performed microarray to observe genome-wide lncRNAs' expressions under dihydrotestosterone (DHT) stimulation in LNCaP cells (GSE72866), and overlapped the result with ChIPBase data to predict androgen-responsive lncRNAs with ARE. Combined the two results, a total of 44 androgen-responsive lncRNAs with ARE were found to be over-expressed in PCa samples. Ten lncRNAs were selected for further validation by examining their expressions in LNCaP cells under DHT stimulation, and in PCa samples and cell lines. Among them, RP1-4514.2, LINC01138, SUZ12P1 and KLKP1 were validated as directly AR-targeted lncRNAs by ChIP-PCR. Then we conducted a bioinformatic analysis to identify lncRNAs as putative prognostic and therapeutic targets by using TCGA data. Three androgen-responsive lncRNAs, LINC01138, SUZ12P1 and SNHG1 showed association with gleason score and pT-stage. The biological functions of LINC01138 and SUZ12P1 were also evaluated, both lncRNAs promoted the proliferation and inhibited apoptosis of PCa. These results provide potent information for exploring potential biomarkers and therapeutic targets for prostate cancer, especially for castration-resistant PCa.

## INTRODUCTION

Long noncoding RNAs (lncRNAs) are RNA polymerase II (RNAPII) transcripts of more than 200 nucleotides with no protein coding function [1]. Increasingly reports show that lncRNAs play important roles in tumorigenesis, cancer progression, and metastasis by regulating expression of protein-coding genes through transcriptional, post-transcriptional, post-translational and/or epigenetic regulation [2–5]. For example, lncRNA CTBP1-AS, associates with PSF, recruits the HDAC–Sin3A complexes to CTBP1 promoter in *cis* and also guides PSF complexes to the regulatory regions of their endogenous target genes in *trans*-regulatory pathway [6]. LncRNAs play different roles in various cancers, either oncogenes (PCGEM1, CTBP1-AS) or tumor suppressor genes (GAS5, LincRNA-p21 and PCAT29) [7–10].

Prostate cancer (PCa) is the most commonly diagnosed cancer of men in the United States with secondly leading cause of death in 2015 [11]. Androgen receptor (AR) play a pivotal role in prostate cancer (PCa) development at all stages, including the “androgen-independent” tumors [12]. Androgen ablation is a primary therapy of prostate cancer. However, after 18 to 24 months of androgen deprivation, PCa will eventually progress to castration-resistant form with limited therapeutic options and poor prognosis [13–15]. The accurate molecular mechanisms for hormone independent behavior of PCa remain unclear. Recently, emerging evidence suggests a few AR-regulated lncRNAs including CTBP1-AS, PCAT18 and PCAT29 show association with PCa androgen-resistance transformation [6, 16, 17]. Thus, we attempted to systematically identify androgen-responsive lncRNAs that may mediate the processes from “androgen-dependent” to “androgen-independent” in PCa.

On the other hand, risk stratification of PCa patients at diagnosis is mainly dependent on prostate-specific antigen (PSA) testing, which has low specificity for cancer distinguishing from PBH, and cannot discriminate between indolent and metastatic castration-resistant PCa (mCRPC) [18, 19]. Therefore, there is a significant need to identify potential novel prognostic biomarkers. Several previously characterized lncRNAs (SChLAP1, PCGEM1 and PCA3) show disease-associated overexpression [20–22]. Notably, PCA3 showed better performance than PSA in urinary detection to detect PCa [23]. Unfortunately, PCA3 still couldn't be able to discriminate between indolent and clinically aggressive PCa [24].

In this study, we firstly conducted analysis of global lncRNA expression patterns by using our own cohort (GSE73397) and two public available gene expression datasets: The Cancer Genome Atlas (TCGA) and GSE55909. Next, we performed microarray to observe genome-wide lncRNAs' expressions under dihydrotestosterone (DHT) stimulation in LNCaP cells (GSE72866). Then we conduct a bioinformatic analysis to identify lncRNAs as putative prognostic and therapeutic targets by using TCGA data. Our results suggest that the lncRNAs we report may provide new molecular biomarkers for the diagnosis of prostate cancer, especially for castration-resistant PCa.

## RESULTS

### Identification of differentially expressed androgen-responsive lncRNAs in prostate cancer patients

Global expressions of lncRNAs in PCa samples and normal prostate tissues were examined by RiboArray^™^Custom Array (Arraystar, Rockville, MD) and 982 lncRNAs with differential expression (*p* < 0.1) between PCa samples and normal prostate tissues were selected for further analysis. Of the lncRNAs, 501 lncRNA transcripts produced from 467 genes were up-regulated and 481 transcripts produced from 443 genes were down-regulated in prostate cancer. The list of the top 30 differentially expressed lncRNAs identified by microarray analysis was shown in Table 1. Hierarchical clustering of the differentially expressed lncRNAs was shown in Figure 1A.

**Table 1:** Top 30 differentially expressed lncRNAs in prostate cancer samples identified by microarray analysis

ProbeName	Gene Symbol	FC (abs)	pval	Regulation	T1	T2	T3	N1	N2	N3	Chr
ENST00000584428	RP5-890E16.2	3.92	0.04	down	10.74	11.07	9.16	11.82	12.87	12.19	Chr 17
ENST00000572222	MMP25-AS1	3.32	0.05	down	9.5	10.81	8.96	11.74	10.94	11.78	Chr 16
ENST00000425192	AC073641.2	3.09	0.02	down	8.52	7.82	7.57	8.97	10.17	9.66	Chr 2
ENST00000582858	RP11-192H23.8	2.64	0.04	down	9.88	10.18	9.51	11.95	11.39	10.43	Chr 17
ENST00000517345	RP11-30J20.1	2.48	0.06	down	8.78	7.63	7.68	8.65	9.61	9.75	Chr 8
ENST00000432195	RP4-575N6.4	2.34	0.04	down	7.68	8.34	7.1	9.18	9.04	8.57	Chr 1
ENST00000414668	LINC00029	2.3	0.1	down	7.96	9.33	9.48	9.62	10.61	10.16	Chr 20
ENST00000537370	CCND2-AS2	2.3	0.07	up	9.11	10.55	9.11	8.11	8.59	8.46	Chr 12
ENST00000523445	TPT1-AS1	2.25	0.07	down	8.03	9.41	8.03	9.42	9.92	9.65	Chr 13
ENST00000491849	LINC00971	2.19	0.03	up	9.58	10.49	9.86	8.57	8.69	9.28	Chr 3
ENST00000366437	MIR205HG	2.19	0.02	down	9.1	9.33	8.68	9.8	10.52	10.18	Chr 1
ENST00000443892	RP3-395M20.8	2.12	0.01	down	10.14	10.26	10.15	11.66	11.38	10.78	Chr 1
ENST00000530223	RP5-1047A19.4	2.07	0.08	up	11.41	10.29	9.99	9.38	9.49	9.67	Chr 8
ENST00000577848	RP11-874J12.4	2.01	0.05	down	8.8	9.4	8.5	9.49	9.87	10.36	Chr 18
ENST00000426364	LINC00633	2.01	0.03	up	10.46	9.45	9.88	8.9	9	8.88	Chr X
ENST00000577560	CTD-2006K23.1	1.98	0.1	down	8.48	9.03	7.89	10.09	9.26	9.01	Chr 17
ENST00000519967	RP11-705O24.1	1.97	0.09	up	10.4	9.93	10.05	8.87	8.64	9.95	Chr 8
ENST00000568635	CTA-363E6.5	1.95	0.04	up	9.6	10.32	9.64	8.88	8.51	9.29	Chr 16
ENST00000455238	RP11-193P11.3	1.94	0.04	down	9.34	9.82	8.69	10.19	10.3	10.22	Chr 1
ENST00000555070	RP11-33N16.3	1.94	0.01	up	9.54	10.03	9.84	8.74	8.68	9.14	Chr 14
ENST00000554532	AC005519.4	1.92	0.1	down	8.97	9.29	7.87	9.74	9.72	9.49	Chr 14
ENST00000557989	RP11-680F8.3	1.91	0.02	down	9	8.52	8.33	9.8	9.56	9.3	Chr 15
ENST00000413063	WASF3-AS1	1.89	0.03	up	9.64	10.17	9.29	8.69	8.96	8.68	Chr 13
ENST00000564455	AC009120.5	1.89	0.1	down	8.88	10.03	8.75	10.38	10.02	10.01	Chr 16
ENST00000544717	RP11-319E16.1	1.89	0.1	up	9.84	10.24	9.81	8.26	9.52	9.37	Chr 12
ENST00000579057	LINC00271	1.88	0.1	up	8.98	9.84	9.63	8.11	8.39	9.22	Chr 6
ENST00000455894	LINC00378	1.88	0.06	up	10.11	10.38	9.96	8.63	9.37	9.72	Chr 13
ENST00000513893	LINC00461	1.87	0.08	down	8.72	9.57	9.05	10.05	9.5	10.5	Chr 5
ENST00000537095	FZD10-AS1	1.86	0.03	up	9.98	10.42	9.91	9.08	8.91	9.62	Chr 12
ENST00000568707	CTD-2323K18.1	1.86	0.02	up	9.59	9.43	9.46	8.84	8.84	8.11	Chr 15

**Figure 1:**
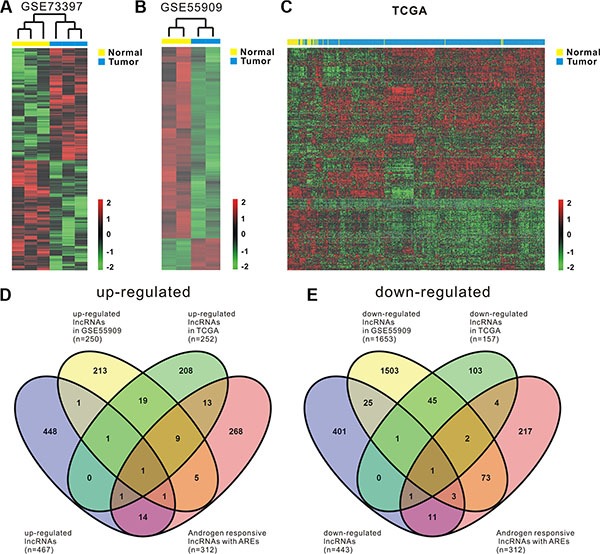
Comprehensive analysis of differentially expressed androgen-responsive lncRNAs in PCa patients Heat map shows differential lncRNA expression between prostate tumor samples and normal tissues by using our own cohort (GSE73397) (**A**) and two publicly available gene expression data GSE55909 (**B**) and TCGA (**C**). Hierarchical clustering reveals distinguishable lncRNA expression profiles. Red indicates high relative expression and green indicates low relative expression. 2, 0 and -2 are folds changes in the corresponding spectrum, whereas Normal represents normal prostate samples and Tumor represents prostate cancer tissues. (**D**, **E**) four-way Venn diagrams display the overlap of up-regulated and down-regulated androgen-responsive lncRNAs that are in GSE73397, GSE55909, TCGA and GSE72866.

To maximize the coverage of lncRNA expression profiling, another two publicly available gene expression data, GSE55909 and TCGA, were also used to identify the differentially expressed lncRNAs in prostate cancer. We firstly analyzed GSE55909 database and identified 318 lncRNAs produced from 250 genes were up-regulated and 1927 lncRNAs produced from 1653 genes were down-regulated in prostate cancer compared with normal tissues. Hierarchical clustering of the differentially expressed lncRNAs was shown in Figure 1B. Then, RNAseq data from TCGA, a cohort of 52 normal prostate tissues and 419 prostate cancer samples, were analyzed. According to OE Human lncRNA Microarray V2.0, which contains 4321 lncRNAs with description from NCBI, there are 1410 lncRNAs that can be found in TCGA dataset. After filtering the dataset to remove the lncRNAs that have low expression levels, we ended up with 654 expressed lncRNAs that are potentially relevant in prostate cancer (Supplementary Table S3). Compared with the normal prostate tissues, we found that there were 252 lncRNAs that were up-regulated (*p* < 0.05) and there were 157 lncRNAs that were down-regulated (*p* < 0.05) in prostate cancer. Hierarchical clustering of the differentially expressed lncRNAs was shown in Figure 1C.

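LNCaP is an established human prostate cancer cell line that responds to androgen, and DHT (dihydrotestosterone) is the androgen that was added. RNA was taken from cells before DHT (0 h) and 2 h after 10 nM DHT. The cells had been kept in charcoal-stripped serum, for which the sample labels and the methods of the paper name different percentages, and the labels of both samples name the dose of 10 nM. There was 1 array per condition, so no difference between 0 h and 2 h had a replicate check or a test, and the number of arrays limits the precision of every value. RNA was copied into Cy3-labelled cRNA and hybridized to an Agilent lncRNA array with 175556 non-control spots for 77162 probes. The authors deposited the scanner output, with a background-corrected signal for each spot and no normalization between arrays, and a table of quantile-normalized log2 values for each probe. Here the signals of the non-control spots were quantile normalized and converted to log2, spots with an outlier flag were left out, and the other spots of a probe were averaged. A probe was called detected on an array when a share of at least 0.5 of its spots was well above background, and it was analysed when detected on at least 1 array. Where it was detected on 1 array only, its fold change is given as a lower bound. Counts of probes past 2-fold use the normalized signals of both arrays, as the paper's filter does, except where they are given by lower bounds.
At 0 h, 38516 spots (21.9%) were well above background, and at 2 h 65720 spots (37.4%) were. Of these, 37949 spots were above background on both arrays, 567 at 0 h only and 27771 at 2 h only. Before normalization, spots above background on both arrays were higher at 2 h by a median of 0.90 on the log2 scale. The median difference was 0.62 for spots with a mean log2 signal from 5 to 7, 1.27 from 7 to 8, 0.67 from 10 to 12 and -0.20 above 14. The spike-in probes measure control RNAs added to the samples, and the paper's text does not say in what proportion to the RNA they were added. Of 10 such probes, the 5 that were well above background on both arrays were lower at 2 h, with a median log2 difference of -0.38 and a range from -0.54 to -0.14. The other 5 were not used, and 1 of them, E1A_r60_3, was higher at 2 h by 0.14. On probes of 3 spots detected on both arrays, the median SD of log2 signal over the spots was 0.16 at 0 h and 0.12 at 2 h (n = 7394 probes). This SD covers the spots of an array and not the culture, the RNA or the labelling.

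**Figure D1:**
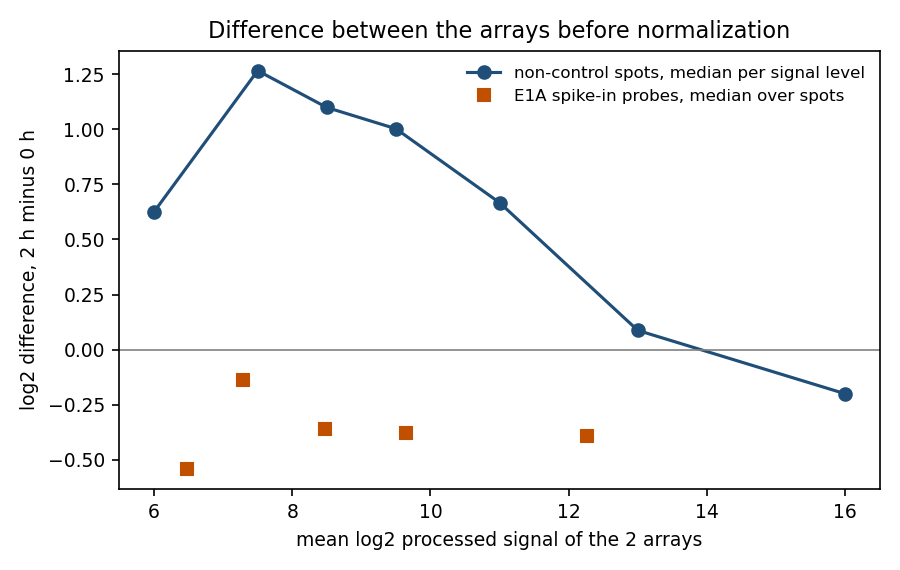
Log2 difference between the 2 h and the 0 h array before normalization (vertical axis) against the mean log2 signal of both arrays (horizontal axis). Circles show the median of the non-control spots above background on both arrays in each range of signal, and squares show the median of each spike-in probe that was used over its 60 spots. The circles start at 0.62, reach 1.27 and fall to -0.20, and the squares from -0.14 to -0.54.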

To identify androgen-responsive lncRNAs, Agilent Human lncRNA array was performed to simultaneously observe lncRNAs and mRNAs expressions in androgen-dependent LNCaP cells under DHT stimulation in time points of 0 h and 2 h, respectively. The ‘0 h’ worked as the control representing cellular status before DHT stimulation. 

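Of 44932 probes in the lncRNA set, which was formed from the name classes of most probes of Table S2, 14501 were detected on at least 1 array. After quantile normalization, 4031 of them were at least 2-fold higher at 2 h and 2408 were at least 2-fold lower, 6439 in all, so that 62.6% of the changed probes were higher. The higher and the lower probes differed in how they were measured. Of the probes that were higher, 854 were detected on both arrays and 3177 at 2 h only, and 1150 of the latter were past 2-fold as a lower bound. Of the probes that were lower, 2087 were detected on both arrays, 248 at 2 h only and 73 at 0 h only. Counting lower bounds in place of values, 2004 probes were higher and 2160 were lower. The alternative that moved these counts most was scaling to the spike-in probes, under which 10565 probes were higher and 11 were lower, and 99.9% of the changed probes were higher. This scaling also raised the median log2 difference of all detected probes from 0.16 to 1.9. With no scaling between the arrays, 9023 probes were higher and 41 lower, and with a shift to the 75th percentile of all spots 2697 were higher and 4044 lower. These last 2 alternatives and the count of lower bounds were chosen after the values were seen. The files do not pair these probes with genes, so the number of genes behind them was not analysed here.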

Supervised analysis of the microarray data showed 3767 deregulated lncRNA transcripts (1991 transcripts up-regulated and 1776 transcripts down-regulated) produced from 2980 genes, with an average expression level over 2-fold change in 2 h compared to 0 h (GSE72866). 

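Table 2 names 15 probes that rose and 15 that fell. Of the 15 listed as up-regulated, 4 were detected on both arrays. Probe A_21_P0010982 of MALAT1 on chromosome 11 rose from 7.88 ± 0.07 to 13.49 ± 0.14 on the log2 scale (SD over 3 spots of an array), which is 48.8-fold, and probe oebiotech_17693 of the same gene rose 44.6-fold. The 2 probes of LOC100507645, also on chromosome 11, rose 45.9-fold and 34.3-fold. The other 11 were well above background at 2 h only, and their lower bounds ran from 5.41-fold to 13.8-fold. Their log2 signal at 0 h lay between 3.29 and 4.38.
Of the 15 listed as down-regulated, 4 were detected at 0 h and not at 2 h. Among them, AC006369.2 was at least 8.46-fold lower at 2 h, GTSCR1 at least 6.00-fold and RP11-121L11.3 at least 5.92-fold. The other 11 were detected on neither array, and no fold change is given for them. At 0 h each of these had 1 of its 3 spots well above background, and at 2 h none. That spot carried an outlier flag for 5 of the 11 probes and no flag for 6. It exceeded the second brightest spot of the same probe by 1.30 to 12.0 on the log2 scale. For RP11-449J1.1 the brightest spot had a log2 signal of 15.30 at 0 h and the second brightest 3.30. In all, 19 of the 30 probes were detected and past 2-fold in the direction listed, and 4 were when detection on both arrays was required.
After quantile normalization, the 5 largest rises among the probes of the lncRNA set detected on both arrays were those of the 2 MALAT1 probes and 1 of the LOC100507645 probes given above, and of 2 probes that the tables do not name, oebiotech_25863 at 49.8-fold and oebiotech_24626 at 43.4-fold. The 5 largest falls included the unnamed probes A_21_P0005354 at 11.2-fold and oebiotech_23975 at 6.96-fold, and CTB-43E15.2 on chromosome 5 at 6.07-fold. The order among these probes changes with the scaling.

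**Figure D2:**
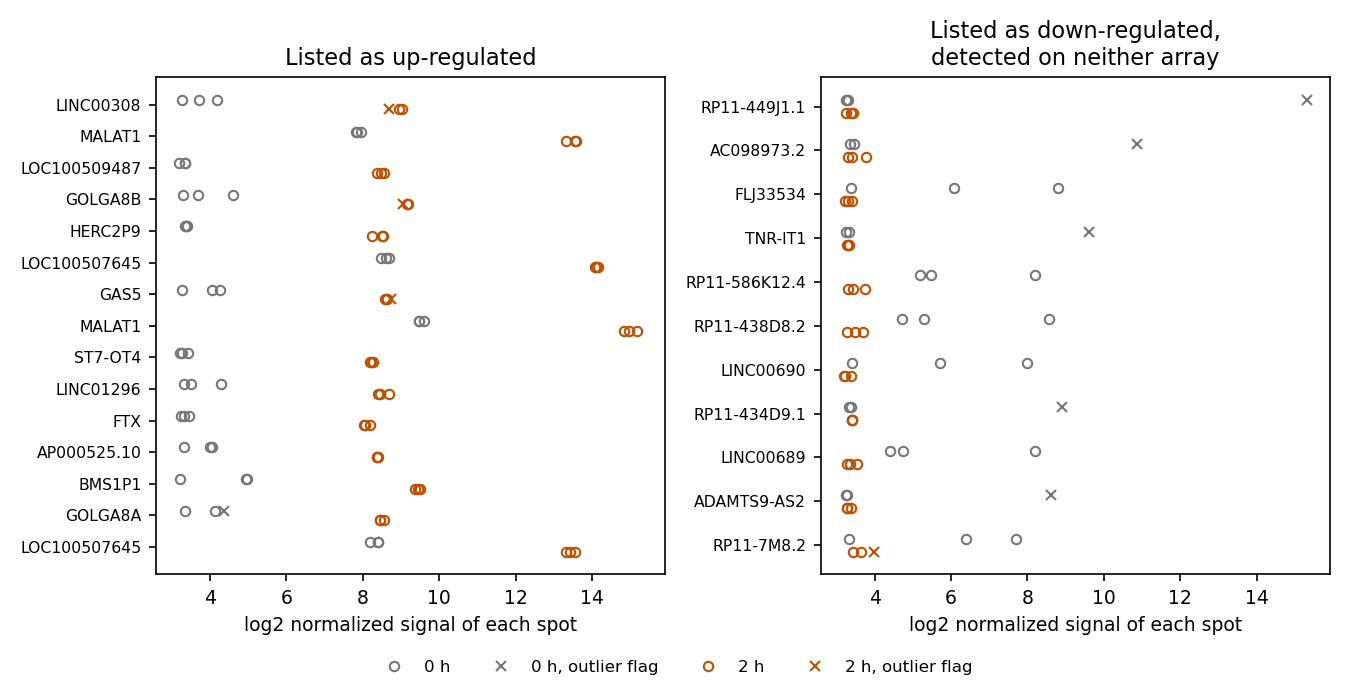
Log2 normalized signal of every spot (horizontal axis), by gene (vertical axis), for the 15 probes of Table 2 listed as up-regulated and the 11 listed as down-regulated that were detected on neither array, with grey symbols for 0 h and orange symbols for 2 h, and crosses for spots with an outlier flag. Each of the 11 has 1 grey symbol brighter than the other spots of the probe by at least 1.30.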

The list of the top 15 upregulated and top 15 downregulated transcripts identified by microarray analysis was shown in Table 2.

**Table 2:** Top 30 differentially expressed transcripts under DHT stimulation identified by microarray analysis

ProbeName	Ensembl Transcript ID	Gene Symbol	FC (abs)	Regulation	0 hr	2 hr	Chr
oebiotech_09219	ENST00000419431	LINC00308	47.02	up	3.61	9.16	Chr 21
A_21_P0010982		MALAT1	41.79	up	8.17	13.55	Chr 11
A_21_P0014694		LOC100509487	41.35	up	3.37	8.74	Chr 16
oebiotech_21382	ENST00000569100	GOLGA8B	38.43	up	4.13	9.39	Chr 15
oebiotech_20175	ENST00000507787	HERC2P9	37.47	up	3.46	8.68	Chr 15
A_19_P00331618		LOC100507645	37.41	up	8.88	14.11	Chr 11
oebiotech_16752	ENST00000425771	GAS5	37.04	up	3.71	8.92	Chr 1
oebiotech_17693	ENST00000508832	MALAT1	35.05	up	9.77	14.9	Chr 11
A_33_P3291430	ENST00000397750	ST7-OT4	34.61	up	3.37	8.48	Chr 7
oebiotech_05345	ENST00000546959	LINC01296	34.44	up	3.68	8.78	Chr 14
oebiotech_20049	ENST00000429124	FTX	30.87	up	3.4	8.35	Chr X
A_21_P0011477	ENST00000440946	AP000525.10	29.83	up	3.74	8.64	Chr 14
A_21_P0010871	ENST00000445221	BMS1P1	29.65	up	4.8	9.69	Chr 10
A_21_P0011370	ENST00000360553	GOLGA8A	29.04	up	3.89	8.75	Chr 15
A_19_P00319476		LOC100507645	28.89	up	8.63	13.49	Chr 11
A_21_P0001069	ENST00000416908	RP11-449J1.1	32.29	down	8.45	3.44	Chr 1
oebiotech_00606	ENST00000419425	AC006369.2	12.13	down	8.02	4.42	Chr 2
A_21_P0002731	ENST00000425195	AC098973.2	11.22	down	7.07	3.58	Chr 3
A_21_P0001785		FLJ33534	10.82	down	6.85	3.41	Chr 2
A_21_P0011663		GTSCR1	10.06	down	7.52	4.19	Chr 18
oebiotech_02576	ENST00000455447	TNR-IT1	9.09	down	6.58	3.39	Chr 1
oebiotech_06568	ENST00000561479	RP11-586K12.4	8.85	down	6.73	3.58	Chr 16
oebiotech_03425	ENST00000507698	RP11-438D8.2	8.62	down	6.68	3.57	Chr 3
A_21_P0002701	ENST00000429949	LINC00690	8.53	down	6.46	3.37	Chr 3
A_21_P0014499		SACS-AS1	8.01	down	7.2	4.2	Chr 13
A_21_P0004212	ENST00000512521	RP11-121L11.3	7.53	down	7.5	4.59	Chr 5
A_19_P00316241	ENST00000504068	RP11-434D9.1	7.38	down	6.37	3.48	Chr 5
oebiotech_16555	ENST00000413238	LINC00689	7.17	down	6.33	3.49	Chr 7
oebiotech_17270	ENST00000460833	ADAMTS9-AS2	7.02	down	6.21	3.4	Chr 3
oebiotech_05235	ENST00000543848	RP11-7M8.2	6.84	down	6.55	3.78	Chr 12

Noteworthy, being androgen-responsive lncRNAs does not mean being directly regulated by activated AR. Our major aim was to pick out AR directly regulated lncRNAs, which may play important roles in mediating AR signaling and PCa androgen-resistance transformation. ChIPBase data [25] was used and showed 312 androgen-responsive lncRNAs (including 10 kb up- and 1 kb downstream region of lncRNAs' transcription start site) overlapping AR peaks (Supplementary Figure S1; Supplementary Tables S1, S2) may be directly regulated by AR.

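Table S2 lists 451 probes of these 312 lncRNAs, 231 as up-regulated and 220 as down-regulated. On the arrays, 379 of them were detected and past 2-fold in the direction listed, 208 higher and 171 lower. There were 209 probes detected on both arrays, of which 197 were past 2-fold. Another 185 were detected at 2 h only and 5 at 0 h only, and 52 on neither array. Counting lower bounds, 274 probes were past 2-fold. The alternative that moved the count most was a model-based background correction (normexp), after which an offset of 50 was added to every signal. Under it 153 probes were past 2-fold. The median background-corrected spot signal was 11.56 at 0 h and 21.58 at 2 h before normalization. An offset of this size shrinks the log2 differences of weak signals by construction. The offset and the background model were not run apart, so the drop is not assigned to either. Scaling to the spike-in probes raises all probes by the same amount relative to no scaling by construction. Relative to quantile normalization the change differed between probes. Under spike-in scaling, all 208 detected probes listed as up-regulated stayed higher at 2 h. Of 191 detected probes listed as down-regulated, 164 were higher at 2 h under spike-in scaling.
Table S2 holds only probes that the paper called changed, so the counts by gene that follow leave out other probes of the same genes. Of the 312 symbols, 59 had several probes, and 15 of these had probes listed in both directions. Of 7 probes of MALAT1, the 5 detected on both arrays were higher by 3.65 to 5.61 on the log2 scale, and the other 2 were higher in signal but not past 2-fold as lower bounds. Of 9 probes of NEAT1 on chromosome 11, 8 were past 2-fold higher counting lower bounds, and the 3 detected on both arrays rose by 4.20 to 4.34. The remaining NEAT1 probe, oebiotech_03110, was detected at 2 h only and had a lower signal at 2 h than at 0 h, but a higher one under spike-in scaling and with no scaling. All 8 probes of GAS5 on chromosome 1 and 11 of 13 of PVT1 on chromosome 8 were past 2-fold higher counting lower bounds, which were used for 5 of the GAS5 probes and 7 of the PVT1 probes. A further pair of probes that hold a GAS5 primer of Table S6, oebiotech_16872 and oebiotech_17156, were detected on both arrays and not past 2-fold, with log2 differences of 0.39 and 0.61, but of -0.42 and -0.30 with a shift to the 75th percentile of all spots and, for oebiotech_16872, of -0.016 with a shift to the median. They were past 2-fold higher under spike-in scaling, by 1.60 and 1.73, and with no scaling, by 1.22 and 1.35. The 4 probes of MEG3 on chromosome 14 were detected on both arrays and had log2 differences from -1.57 to -1.18, but under spike-in scaling all 4 were higher, by 0.35 to 0.80, and with no scaling 3 of 4 were higher. From the overlap of such transcripts with peaks of the androgen receptor in ChIPBase, the paper proposes that androgen-responsive lncRNAs are directly regulated by the receptor.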

To identify androgen-responsive lncRNAs as diagnostic and prognostic markers for prostate cancer, we performed integrated analysis of differentially expressed lncRNAs and androgen-responsive lncRNAs in PCa patients. A total of 44 androgen-responsive lncRNAs were found to be over-expressed and 95 lncRNAs were found to be down-regulated in PCa samples (Figure 1D and 1E). We are primarily focusing on the up-regulated lncRNAs as putative biomarkers in prostate tumor compared with normal tissues. Of 44 up-regulated androgen-responsive lncRNAs, 3 androgen-reduced lncRNAs and 7 androgen-induced lncRNAs were randomly selected for further study.

### Validation of androgen-responsive lncRNAs using qRT-PCR

To further confirm the time-course microarray data, 10 lncRNAs (RP1-4514.2, SUZ12P1, SNHG5, LINC01138, SNHG1, KLKP1, LINC00969, LINC-PINT, TUG1 and MIR17HG) were selected for further qRT-PCR validation. The expression level of these lncRNAs from Agilent microarray data were shown in Figure 2A.

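In Table S2, 34 probes belong to 6 of these 10 lncRNAs. Of these probes, 31 were higher at 2 h and 3 were lower, and 32 were past 2-fold by their signals. Counting lower bounds 28 were, and 17 were when detection on both arrays was required. The probe of RP1-45I4.2 (oebiotech_00863, chromosome 6) fell from 7.34 ± 0.09 to 5.79 ± 0.29 on the log2 scale (SD over 3 spots of an array). This is 2.93-fold lower, but its log2 difference was 0.38 under spike-in scaling and 0.0055 with no scaling. With normexp background correction it was -0.88, which is not past 2-fold. The probe of MIR17HG (A_33_P3313622, chromosome 13) rose from 7.23 ± 0.18 to 8.71 ± 0.02, which is 2.78-fold. For SUZ12P1, which Table S2 lists as SUZ12P on chromosome 17, probe A_21_P0000506 was detected at 2 h only and was at least 2.73-fold higher. With normexp background correction its log2 difference was 0.81, which is not past 2-fold. The offset of 50 in normexp shrinks the log2 differences of weak signals by construction, which applies to RP1-45I4.2 and SUZ12P1. Of 19 probes of TUG1 on chromosome 22, 17 were past 2-fold higher counting lower bounds. Probe oebiotech_09070 of TUG1 had a log2 difference of -0.98, but it was higher under spike-in scaling, by 0.63, and with no scaling, by 0.25. Of 10 probes of SNHG1 on chromosome 11, 8 were past 2-fold higher counting lower bounds, 2 of them detected on both arrays with log2 differences of 1.51 and 1.76. The 2 probes of SNHG5 on chromosome 6 were detected at 2 h only, with a signal too near background for a fold change, and their signals moved in opposite directions, except under spike-in scaling and with no scaling, where both were higher. LINC01138 and KLKP1 were not analysed here.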

**Figure 2:**
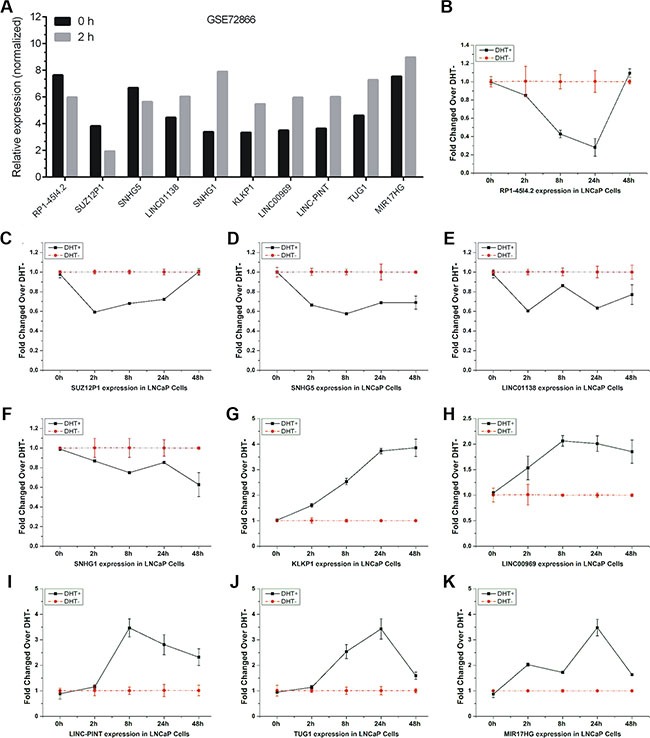
Validation of androgen-responsive lncRNAs in a time-dependent study The expression level of candidate lncRNAs from Agilent microarray data were shown (**A**). (**B**–**K**) RT-PCR analyses of ten lncRNAs' expressions in LNCaP cells treated with 10 nM DHT in time series of 0 h, 2 h, 8 h, 24 h and 48 h. Values of expressions treated with equal volume of vehicle in the same time series were used as control. Results are presented as the means ± s.d. of three independent experiments.

We firstly performed qRT-PCR analysis to observe lncRNAs expressions in LNCaP cells under DHT stimulation in a time series of 0 h, 2 h, 8 h, 24 h and 48 h, respectively. Five lncRNAs, RP1-4514.2, SUZ12P1, SNHG5, LINC01138, and SNHG1, were down-regulated under DHT treatment (Figure 2B–2F). Five lncRNAs, KLKP1, LINC00969, LINC-PINT, TUG1 and MIR17HG, were up-regulated under DHT treatment (Figure 2G–2K). Notably, RP1-4514.2 and LINC01138 were induced and KLKP1 was reduced over 2 fold after AR silenced, suggesting the involvement of AR in androgen-mediated regulation of these lncRNAs expressions. Puzzlingly, these results are not completely consistent with our microarray data.

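Probes of the array that hold a qRT-PCR primer of Table S6, over at least 15 bases and on the matching strand, overlap the PCR product at that primer. The rest of the product was not compared, so such a probe may extend beyond it. These probes were picked by sequence after the files had been examined. For SNHG1, probe oebiotech_05112 was detected on both arrays and had a log2 difference of 0.71 between 2 h and 0 h, and probe A_24_P785293, detected at 2 h only, was at least 1.75-fold higher. For LINC00969, probe A_19_P00317653 had a log2 difference of -0.64, but it was higher under spike-in scaling, by 0.68, and with no scaling, by 0.31. For LINC-PINT, probe oebiotech_16854 was detected at 2 h only and was at least 1.17-fold higher. For TUG1, probe oebiotech_16399 was detected at 2 h only and was at least 2.52-fold higher, while the lower bound of A_19_P00812582 was near 1. The probes of RP1-45I4.2 and MIR17HG given with Fig. 2A also hold a primer. They were detected on both arrays and past 2-fold with quantile normalization. The probe of RP1-45I4.2 was not past 2-fold with normexp (-0.88 on the log2 scale), under spike-in scaling (0.38) or with no scaling (0.0055). The offset in normexp shrinks the log2 differences of weak signals by construction. Of the probes given here, with quantile normalization, oebiotech_16399 was past 2-fold as a lower bound (with normexp background correction it was not, at 0.81 on the log2 scale). Those of SNHG1, LINC00969 and LINC-PINT were not past 2-fold with quantile normalization, except for oebiotech_16854, which had a log2 lower bound of 1.47 when any spot above background counted as detection and a log2 difference of 1.80 with no detection filter. Under spike-in scaling and with no scaling, the probes of SNHG1 and, as a lower bound, that of LINC-PINT were past 2-fold higher, with log2 differences for oebiotech_05112 of 2.41 and 2.03 and for A_24_P785293 of 2.79 and 2.41. Probe A_24_P785293 was also past 2-fold higher with a shift to the 75th percentile (1.31) or the median (1.17) of spots above background on both arrays, and A_19_P00317653 was past 2-fold lower with a shift to the 75th percentile of all spots (-1.34). A pair of probes that hold the sequence of a SUZ12P1 siRNA had log2 differences of 0.36 and 0.80, but fell by 0.22 and by 0.16 with a shift to the 75th percentile of all spots, and were past 2-fold higher under spike-in scaling, by 1.80 and 1.86, and with no scaling, by 1.42 and 1.48. They may also bind RNA of the related gene SUZ12, so these values are uncertain for SUZ12P1.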

Considering the limited time points and high false-positive rate of microarray, a dose-response study was recruited to explore the expression of these lncRNAs under different doses of DHT (0, 0.1, 1, 10, 100 and 1000 nM). The results showed that these lncRNAs had the same expression tendency under DHT stimulation in a time series and in a dose series (Figure 3A–3J). In addition, the expression of LINC00308, the most up-regulated lncRNA in our data, in LNCaP cells treated with DHT in dose or time dependent study were also analyzed by qRT-PCR (Supplementary Figure S3A–S3B). 

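LINC00308 has 1 probe in Table 2, oebiotech_09219 on chromosome 21. On the array its log2 signal was 3.72 ± 0.47 at 0 h (SD over 3 spots), not well above background, and 8.99 ± 0.07 at 2 h (SD over 2 spots). It was therefore at least 10.1-fold higher at 2 h, a log2 difference of at least 3.34. The alternative that moved this value most was leaving out the detection filter, with a log2 difference of 5.27.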

The expression of androgen-responsive genes PSA (KLK3) and TMPRSS2 were used as positive controls (Supplementary Figure S2A–S2D).

**Figure 3:**
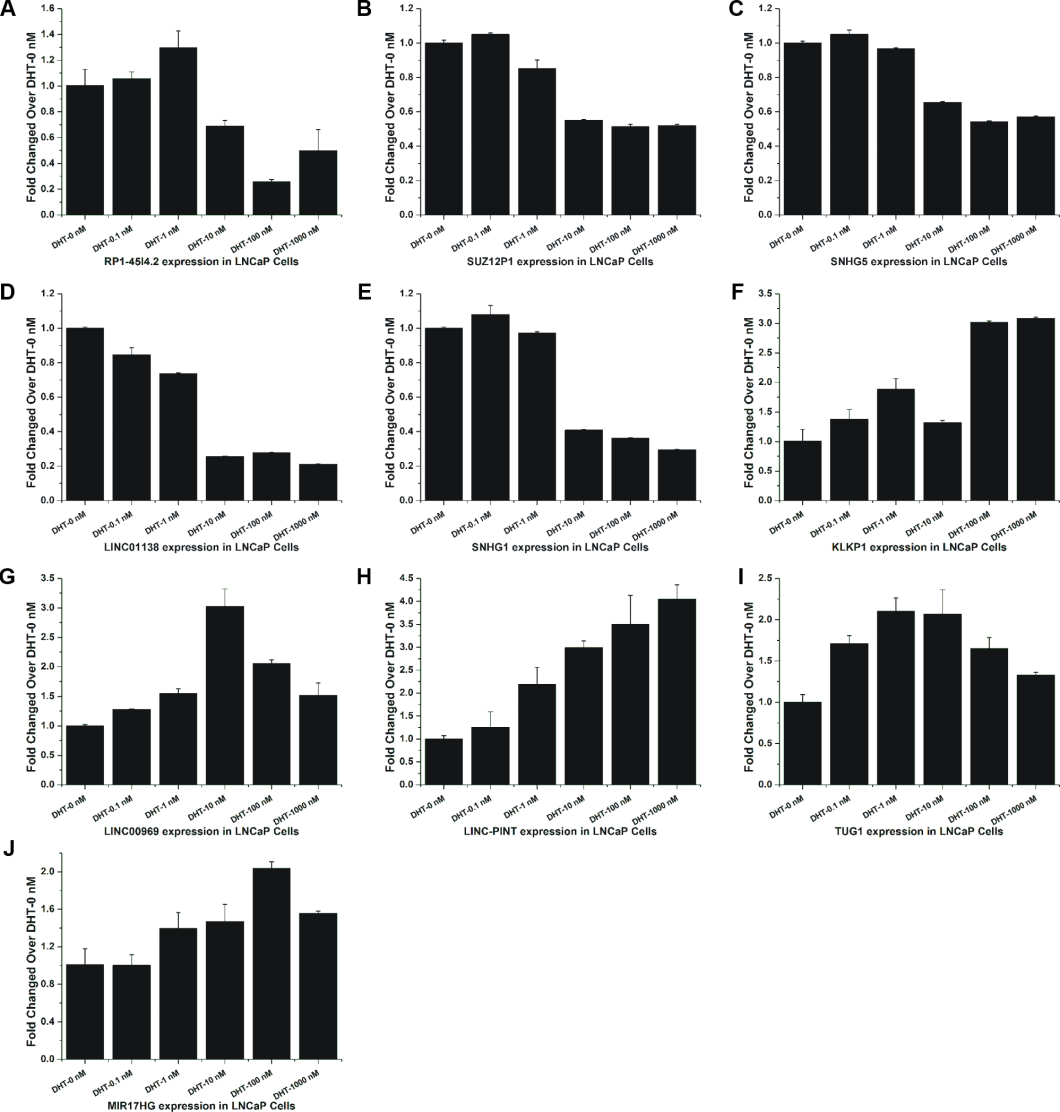
Validation of androgen-responsive lncRNAs in a dose-dependent study (**A**–**J**) RT-PCR analyses of ten lncRNAs' expressions in LNCaP cells treated with DHT for 24 h in dose series of 0 nM, 0.1 nM, 1 nM, 10 nM, 100 nM and 1000 nM. Values of dose zero were used as control. Results are presented as the means ± s.d. of three independent experiments.

### Verification the regulation of AR on androgen-responsive lncRNAs

To further validate the regulation of AR on lncRNAs, we performed siRNA-directed knockdown of AR in LNCaP cells. As shown in Figure 4A, siAR-544 remarkably decreased AR both mRNA and protein levels in LNCaP after siRNA transfection.

**Figure 4:**
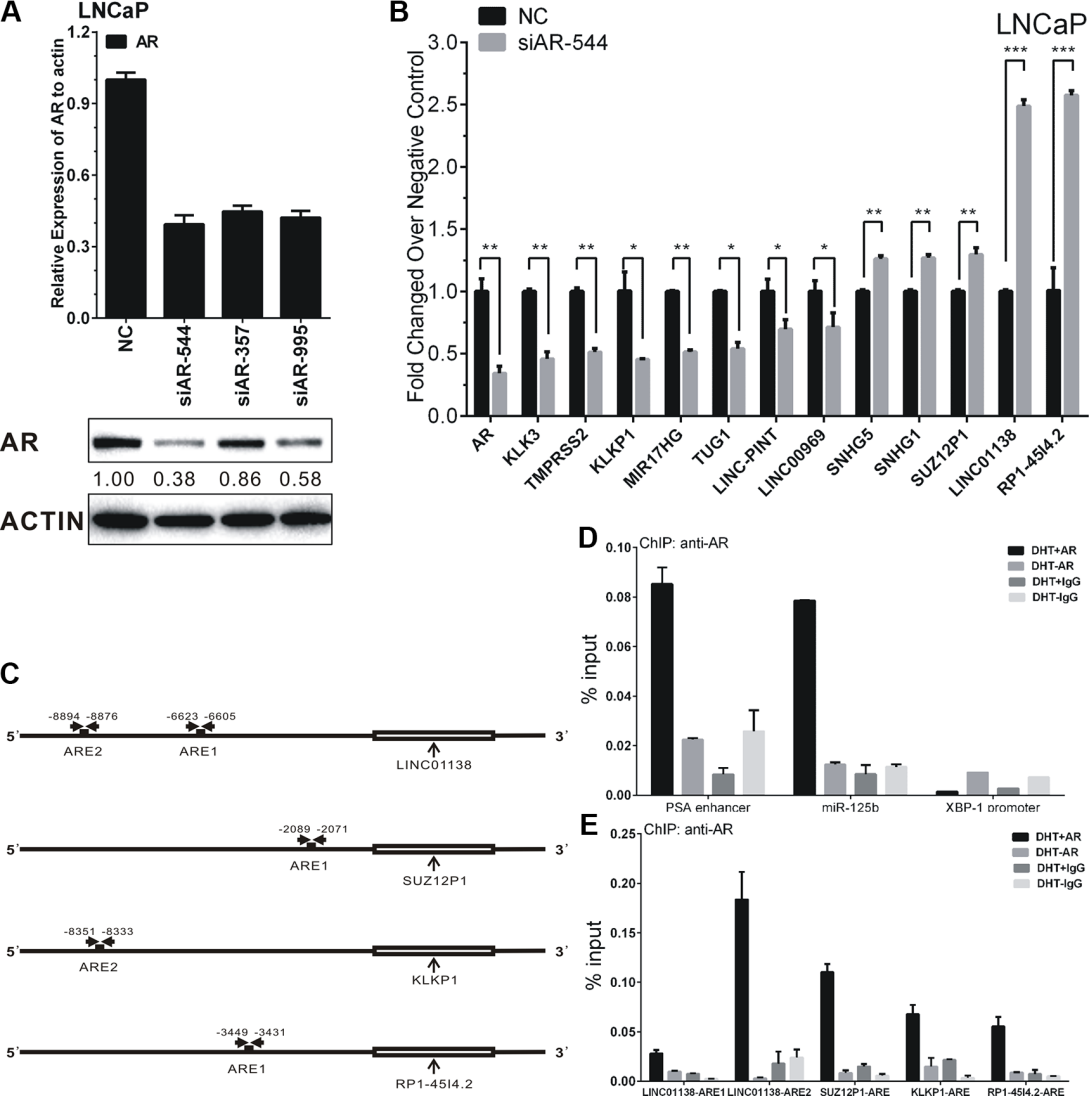
AR's regulation on lncRNAs' expression in LNCaP cells (**A**) The efficiency of siAR-544, siAR-357 and siAR-995 effecting on AR expression were confirmed by RT-PCR and western blot. Protein bands from Western blot assay were quantified using Quantity One software (Bio-Rad, USA). (**B**) Expressions of ten lncRNAs after transfection of siAR-544 compared with NC in LNCaP cells. (**C**) Schematic diagram of AREs of LINC01138, SUZ12P1, KLKP1 and RP1-45I4.2. The approximate ARE locations were indicated by the horizontal arrows. (**D**–**E**) ChIP assay of AR-binding on candidate AREs of LINC01138, SUZ12P1, KLKP1 and RP1-45I4.2. ChIP assays of PSA enhancer (KLK3) and miR-125b ARE serve as positive control, and XBP-1 promoter serve as negative control for AR-binding. Values, expressed as percentages of input DNA, are presented as the mean ± SD of at least three independent experiments. Significance was defined as *p* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.001).

As our results shown, the expressions of five androgen-reduced lncRNAs, RP1-4514.2, SUZ12P1, SNHG5, LINC01138, and SNHG1, were significantly up-regulated after AR knockdown, the expressions of five androgen-induced lncRNAs, KLKP1, LINC00969, LINC-PINT, TUG1 and MIR17HG, were significantly down-regulated after AR knockdown (Figure 4B). The expression of androgen-responsive genes PSA (KLK3) and TMPRSS2 were used as positive controls.

RP1-4514.2, LINC01138, and SUZ12P1, the top three up-regulated lncRNAs, and KLKP1, the most down-regulated lncRNA after AR knockdown, were selected to validate the direct binding of AR to androgen response elements (AREs). The Genomatix database [26] was employed to predict potential androgen response elements (AREs) in the upstream 10 kb of the four lncRNAs transcription start site (TSS) (Figure 4C). AREs with ‘Core Similarity = 1′, which represent the highest match between target DNA sequence and ARE's conserved bases, were chosen for further validation by ChIP. As the results, compared with control, androgen-activated AR was significantly recruited to the predicted AREs of RP1-4514.2, LINC01138, SUZ12P1, and KLKP1, in the presence of 100 nM DHT in LNCaP cells for 4 h (Figure 4E). PSA enhancer (KLK3 promoter) and miR-125 b AREs were serves as the positive control for AR-binding, and XBP-1 promoter were serves as the negative control (Figure 4D). Collectively, all four lncRNAs are demonstrated as directly AR-targeted lncRNAs in androgen-dependent PCa.

### Validation of differentially expressed lncRNAs in patient samples and PCa cell lines using qRT-PCR

We then validated the expression of differentially expressed lncRNAs in PCa patients to investigate their clinical value. The expressions of these ten lncRNAs in their corresponding databases were presented in Figure 5A. To further validate the results, we examined the expression levels in 11 normal prostate tissues and 14 prostate cancer tissues with real-time PCR (Figure 5B–5K). All of these lncRNAs except LINC00969, were expressed significantly higher in prostate cancer samples compared with normal prostate tissues, which were consistent with the TCGA and microarray results.

**Figure 5:**
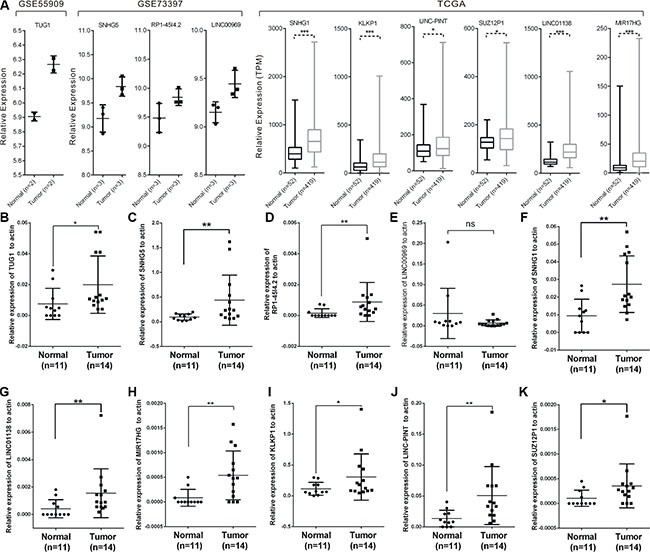
Expressions of candidate lncRNAs in tissue samples The expression level of candidate lncRNAs from microarray data and TCGA data were shown (**A**). (**B**–**K**) The expression levels of ten lncRNAs in 11 normal prostate tissues and 14 prostate cancer tissues measured by RT-PCR. Significance was defined as *p* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.001).

Then, the expression levels of ten lncRNAs were validated in the noncancerous prostatic cells WPMY-1 and four human prostate cancer cell lines 22RV1, DU145, PC-3 and LNCaP by qRT-PCR (Figure 6). It turned out that most of the ten lncRNAs were up-regulated in prostate cancer cell lines compared with WMPY-1 and showed a similar expression pattern in patient samples. In addition, the expression of CCND2-AS2, the most up-regulated lncRNA in our data, in tissue samples and prostate cancer cell lines were also analyzed by qRT-PCR (Supplementary Figure S3C–S3D).

**Figure 6:**
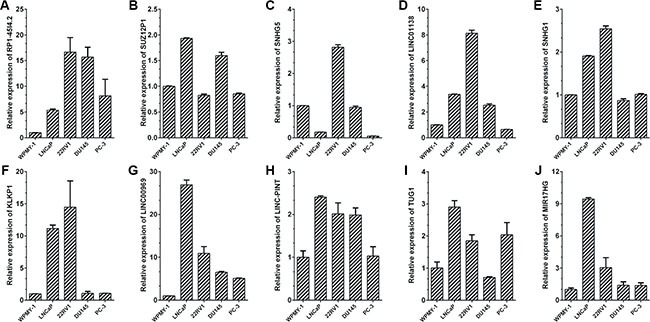
Expressions of candidate lncRNAs in prostate cancer cell lines qRT-PCR analysis of ten lncRNAs' expression levels in normal prostate epithelial cells line WPMY-1 and four prostate cancer cell lines, including LNCaP, 22Rv1, DU145 and PC-3. The Ct value of each lncRNA was normalized to the Ct value of β-actin, and the relative expression was calculated by comparing with WPMY-1 cells by calculating the 2^−ΔΔCt^ method. Each sample was run in triplicate to ensure quantitative accuracy.

### Androgen-responsive lncRNAs can serve as diagnostic markers in patient tissues

As shown in Figure 1E, a total of 24 androgen-responsive lncRNAs were found to be up-regulated in TCGA. To evaluate possible prognostic value of these lncRNAs, we conducted a comprehensive bioinformatic analysis of TCGA database to identify the relationship between the expression of 24 lncRNAs and pathological grading and observed 3 androgen-responsive lncRNAs showed significant association with prostate cancer progression (Supplementary Tables S4, S5). As shown in Figure 7A–7F, LINC01138, SUZ12P1 and SNHG1 were expressed at lower levels with a low Gleason score (≤ 7), compared with tumors with Gleason score ≥ 8. Furthermore, the expression level of LINC01138, SUZ12P1 and SNHG1 markedly increased in invasive extraprostatic tumors (pT3a , pT3b and T4 stages) as compared with intraprostatic localized tumors (pT2a , pT2b and pT2c stages).

**Figure 7:**
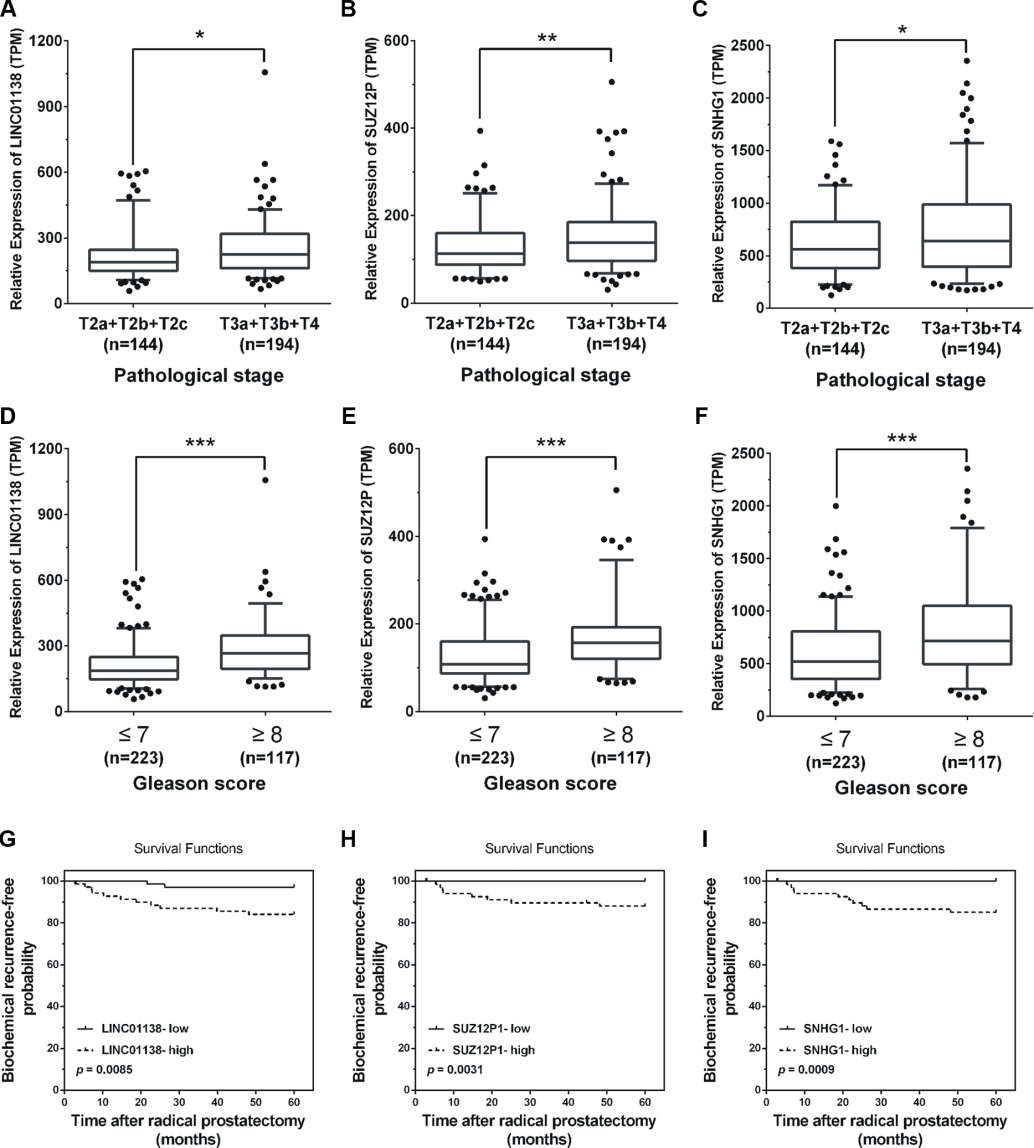
Pathological analyses of LINC01138, SUZ12P1 and SNHG1 (**A**–**C**) High expression levels of LINC01138, SUZ12P1 and SNHG1 in invasive extraprostatic tumors (pT3a, pT3b and T4 stages) compared with intraprostatic localized tumors (pT2a, pT2b and pT2c stages) according to publicly available gene expression data TCGA. (**D**–**F**) Low expression levels of LINC01138, SUZ12P1 and SNHG1 expression levels in prostate tumors with a low Gleason score (≤ 7) compared with tumors with Gleason score ≥ 8 according to publicly available gene expression data TCGA. (**G**–**I**) Kaplan-Meier curves for survival time after radical prostatectomy in patients with prostate cancer according to expression of LINC01138, SUZ12P1 and SNHG1. Significance was defined as *p* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.001).

Next, we used a Kaplan-Meier analysis to evaluate whether 24 androgen-responsive lncRNAs expression were associated with patient outcome and 11 lncRNAs were found to be (*p* < 0.05). As expected, we found that a high level of LINC01138 (*p* = 0.0085), SUZ12P1 (*p* = 0.0031) and SNHG1 (*p* = 0.0009) were associated with significantly lower biochemical recurrence (Figure 7G–7I), indicating that the high level of LINC01138, SUZ12P1 and SNHG1 were correlated with a short biochemical recurrence-free survival times.

### LINC01138 and SUZ12P1 promoted the proliferation and inhibited apoptosis of PCa

To evaluate the biological functions of these lncRNAs, we picked two lncRNAs, LINC01138 and SUZ12P1, and used small interfering RNA (siRNA) to down-regulate their expression in LNCaP cells. The CCK8 assay showed that knockdown of LINC01138 or SUZ12P1 markedly suppressed cell viability in LNCaP cells (Figure 8A–8D and Supplementary Figure S4A–S4B). We also observed that LINC01138 or SUZ12P1 knockdown in LNCaP and PC-3 cells significantly increased the proportion of cells in G1 phase and decreased that of cells in S phase by flow cytometry (Figure 8E–8F and Supplementary Figure S4C–S4F). We then explored the influence of LINC01138 and SUZ12P1 on apoptosis of prostate cancer cells lines using cell apoptosis assay, and found knockdown of them increased the fraction of apoptotic cells in LNCaP cells lines (Figure 8G). The results revealed that LINC01138 and SUZ12P1 functioned as oncogenes in prostate cancer.

**Figure 8:**
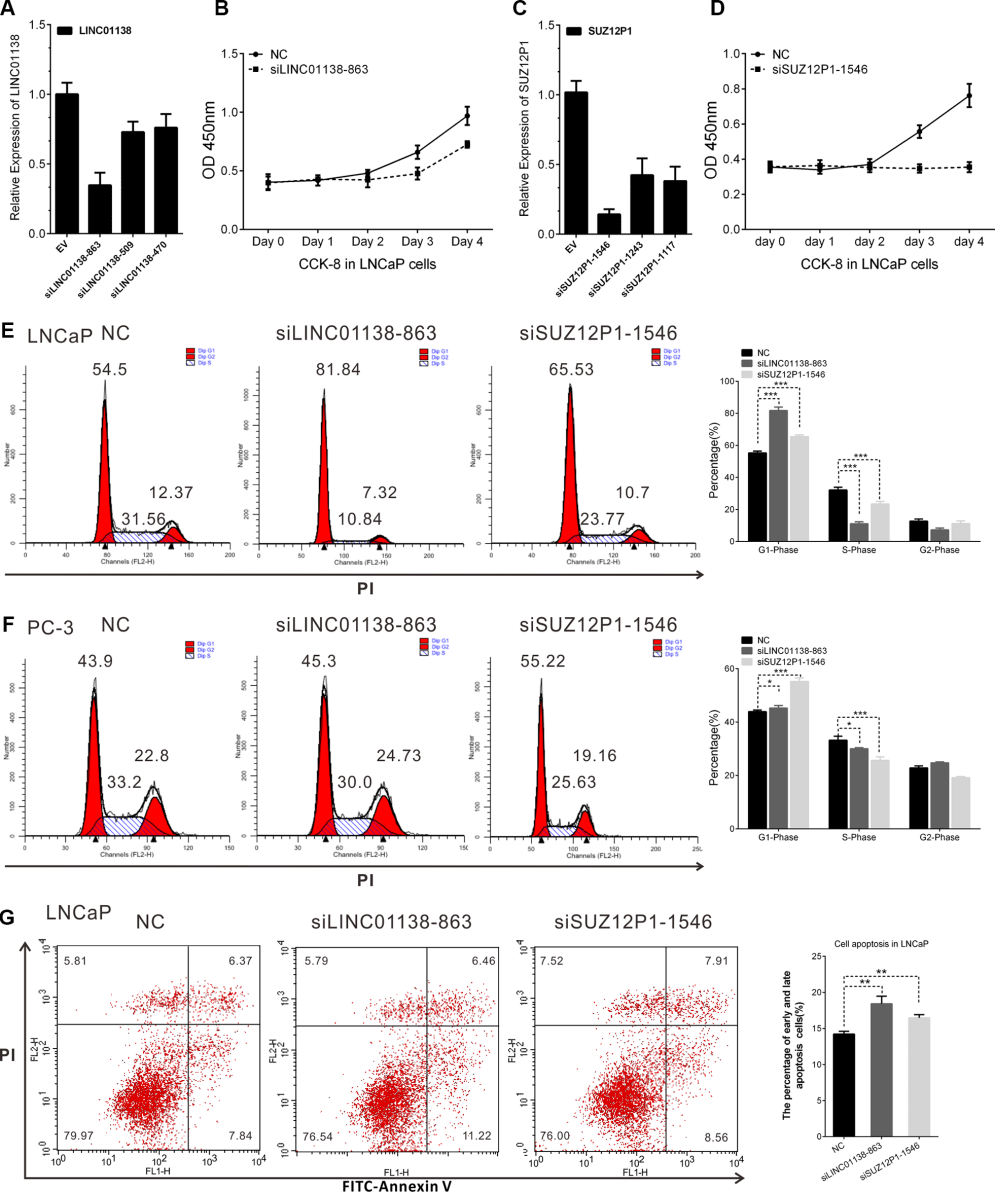
LINC01138 and SUZ12P1 promotes cell proliferation, cell cycle and inhibits apoptosis of PCa (**A** and **C**) The efficiency of siRNAs effecting on LINC01138 and SUZ12P1 expression were confirmed by RT-PCR. (**B** and **D**) LINC01138 and SUZ12P1 knockdown significantly inhibit LNCaP cell proliferation. (**E**, **F**) Cell cycle assay was performed in LNCaP and PC-3 cells. Cells were transfected with siLINC01138 or siSUZ12P1 for 48 h, stained with PI and evaluated with a FACScalibur flow cytometer. LINC01138 and SUZ12P1 knockdown inhibit cell cycle progression in LNCaP and PC-3 cells. (**G**) Cell apoptosis assay was performed with flow cytometer. Cells were transfected with siLINC01138 or siSUZ12P1 for 48 h, and subjected to cell apoptosis assay. LINC01138 and SUZ12P1 knockdown in LNCaP cells increased the fraction of both early apoptotic cells and late apoptotic cells. The cell cycle and apoptosis analysis results presented as mean ± SD (*n* = 3). Significance was defined as *p* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.001); ns means not significant.

## DISCUSSION

The molecular mechanisms involved in the development and androgen-resistance transformation of PCa remains unclear. Therefore, further study of castration-resistant PCa is of great importance. Recent studies indicate that lncRNAs play an important role in tumorigenesis and tumor metastasis [27–29]. In previous studies, several lncRNAs , including CTBP1-AS [6], PCAT18 [16], and PCAT29 [17], have been identified as targets of AR and were associated with PCa androgen-resistance transformation. Interestingly, NEAT1, an oestrogen receptor alpha-regulated lncRNA, promoted prostate tumorigenesis and was associated with therapeutic resistance as well [30].

In this study, we performed the dynamic microarray experiment for simultaneously observing expressions of genome-wide lncRNAs in LNCaP cells stimulated by DHT for 0 h and 2 h, respectively. Supervised analysis of the microarray data showed a total of 3767 lncRNAs (1991 up-regulated and 1776 down-regulated) produced from 2980 genes were differentially expressed after DHT stimulation. Combined with ChIPBase data [25], 312 lncRNAs overlapping AR peaks may be directly regulated by AR. As far as we know, this is the first study to identify androgen-responsive lncRNAs globally.

Another important topic is the exploration of prognostic markers for PCa, especially for castration-resistant PCa. To identify novel diagnostic and prognostic markers, we firstly investigated lncRNAs expression signature of PCa samples from patients. Another two publicly available gene expression data, TCGA and GSE55909 were also used to identify the differentially expressed lncRNAs in prostate cancer. Three thousand and eighty-two lncRNA transcripts (934 up-regulated and 2148 down-regulated lncRNAs) were found to be significantly differentially expressed. Some studies showed that RNA-Seq methods (TCGA) and microarray-based methods did not have high coincidence degree while they both are good technologies to measure gene expression level [31]. In present study, only 12% of up-regulated and lncRNAs of TCGA data (31/252) were also identified to be overexpressed in microarray data, consistent with previous reports. To maximize the coverage of lncRNA expression profiling and hold more useful information for further study, we used the union of TCGA and microarray results instead overlap of TCGA and microarray results. Novel lncRNAs expression signatures were revealed in these tissues.

A total of 44 androgen-responsive lncRNAs were found to be over-expressed and 95 lncRNAs were found to be down-regulated in PCa samples (Figure 1D and 1E). Of 44 up-regulated androgen-responsive lncRNAs, 3 androgen-reduced lncRNAs and 7 androgen-induced lncRNAs were randomly selected for further study. Using qRT-PCR assay, we validated that RP1-4514.2, SUZ12P1, SNHG5, LINC01138, and SNHG1, were down-regulated, and KLKP1, LINC00969, LINC-PINT, TUG1 and MIR17HG, were up-regulated after DHT stimulation in both time- and dose-dependent manner. Furthermore, we found AR knockdown could promote expressions of androgen- reduced lncRNAs and inhibit androgen- induced lncRNAs' expression. Based on these results, we identified AREs of RP1-4514.2, LINC01138, SUZ12P1 and KLKP1 using ChIP assay. As a result, a significant increase of AR binding to the chromatin of putative AREs in RP1-4514.2, LINC01138, SUZ12P1 and KLKP1, was showed in LNCaP cells treated with 100 nM DHT for 4h. Moreover, qRT-PCR assay showed that these ten lncRNAs were significantly up-regulated in PCa tumors and cell lines.

To evaluated prognostic values of differentially expressed androgen-responsive lncRNAs in PCa ,we then analyzed TCGA database and found that more than 90 transcripts were significantly differentially expressed in invasive extraprostatic tumors (pT3a , pT3b and T4 stages) compared with intraprostatic localized tumors (pT2a , pT2b and pT2c stages). Our study identified three androgen-responsive lncRNAs, LINC01138, SUZ12P1 and SNHG1 were significantly over-expressed in more metastasis and higher tumor stage patients. Furthermore, we conducted a comprehensive analysis to identify the correlation between androgen-responsive lncRNAs levels and biochemical recurrence, and found that a high level of LINC01138, SUZ12P1 and SNHG1 expression was associated with high biochemical recurrence. Moreover, we found that knockdown of LINC01138 and SUZ12P1 significantly inhibited cell proliferation and promoted cell apoptosis. These results suggested that these lncRNAs may act as oncogenes. Puzzlingly, all of the three lncRNAs were androgen-reduced genes, indicating that the expression of LINC01138, SUZ12P1 and SNHG1 may be repressed by AR activity in “androgen-dependent” tumors. There may be other pathways regulating these lncRNAs expression in PCa.

Several limitations of this study should be noted. First, the time points of time-course microarray is limited, and that make it restrict to observe dynamic expression of lncRNAs. Second, due to the limited sample size of data in the present study, further studies based on larger series of patients are needed to confirm the significance of the signature. Last, additional function investigations of these lncRNAs on PCa are still needed.

In conclusion, our study represents the comprehensive analysis of androgen-responsive lncRNAs in prostate cancer for the first time. Analyzing the expression of these lncRNAs is likely to provide novel therapeutic targets for PCa, counting the general of the recently approved therapies for mCRPC targeting the AR pathway [16, 32]. We also analyzed the expression patterns of lncRNAs in PCa samples, and identified a set of lncRNAs that are aberrantly expressed between prostate cancers and normal controls as well as the aberrant expressed lncRNAs between invasive extraprostatic tumors and intraprostatic localized tumors. These data suggest that these lncRNAs may be used as potential prognostic targets and predict patient outcome. We believe this study provides useful information for exploring potential therapeutic and prognostic targets for prostate cancer, especially for castration-resistant PCa.

## MATERIALS AND METHODS

### Cell culture and androgen treatment

LNCaP cells were purchased from the American Type Culture Collection (Manassas, USA) which was confirmed by short tandem repeat (STR) analysis. 22RV1, DU145, PC-3 and WPMY-1 were obtained from Cell Bank of Chinese Academy of Sciences (Shanghai, China) where they were authenticated by mycoplasma detection, DNA-Fingerprinting, isozyme detection and cell vitality detection. All experiments were carried out by each cell line at passages below 30. The four prostate cancer cell lines were maintained in RPMI 1640 medium (Corning, USA) supplemented with 10% FBS (Hyclone, USA) and WPMY-1 in DMEM medium (Corning, USA) with 10% FBS, and they all cultured at 37°C in 5% CO2.

Androgen treatment assay was performed as described previously [33]. Briefly, LNCaP cells were cultivated in Phenol Red-free RPMI 1640 (GIBCO/BRL) supplemented with 10% charcoal-dextran-stripped FBS for 3 days before androgen treatment, then were induced with DHT at concentration of 10 nM. The genome-wide dynamic response to DHT was analyzed at five time points -0 h, 2 h, 8 h, 24 h and 48 h, where ‘0 h’ represents the state before androgen action.

### Tissue collection

The trial was approved by the Research Ethics Committee of Tongji Hospital and verbal consent was obtained from all patients. Three tumor tissues and three adjacent normal tissues were used for microarray analysis of lncRNAs. Fourteen tumor tissues and 11 adjacent normal tissues were used for an extra evaluation by qRT-PCR. All samples were collected from Tongji Hospital, a subsidiary of Shanghai Tongji University, between January 2001 and December 2013. The prostate cancer patients whom the tissues were obtained from underwent radical prostatectomy and did not receive any pre-operation treatment. The histopathological features of tumor specimens were classified according to the Gleason score system and 2002 TNM classification system.

### Microarray and expression data sets

Total RNA of samples was isolated by using TRIzol (Invitrogen) and the RNeasy mini kit (QIAGEN). Total RNA was quantified by the NanoDrop ND-2000 (Thermo Scientific) and the RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies).

Total RNA from LNCaP cells, treated with 10 nM DHT for 0 and 2 hr, were hybridized to Agilent Human lncRNA (4*180K, Design ID: 042818). The sample labeling, microarray hybridization and washing were performed based on the manufacturer's standard protocols. Briefly, total RNA were transcribed to double strand cDNA, then synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies). Feature Extraction software (version10.7.1.1, Agilent Technologies) was used to analyze array images to get raw data. Genespring were employed to finish the basic analysis with the raw data. The raw microarray data were uploaded to the Gene Expression Omnibus public repository (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE72866; Gene Expression Omnibus series no. GSE72866). To begin with, the raw data was normalized with the quantile algorithm. The probes that at least 1 conditions out of 2 conditions have flags in “P” were chosen for further data analysis. Differentially expressed lncRNAs were then identified through fold change. The threshold set for up- and down-regulated genes was a fold change > = 2.0.

Global expressions of lncRNAs in 3 PCa samples and 3 normal prostate tissues were examined microarray version A10312-90-2 (RiboBio), containing 41532 lncRNA probes and 33352 mRNA probes. The sample labeling, microarray hybridization and washing were performed based on the manufacturer's standard protocols. The raw microarray data were uploaded to the Gene Expression Omnibus public repository (http://www.ncbi.nlm.nih.gov/geo/; Gene Expression Omnibus series no. GSE73397). Raw data was normalized with the log2 scale. Two-class unpaired significance analysis of microarray (SAM) [34] was employed to filter significantly differentially expressed lncRNA between PCa and normal samples (Reference). Following 1000 permutations, LncRNAs were selected with discriminating parameter of *q* < 0.05.

In this paper, only lncRNAs with description from NCBI or Ensemble were selected for further study.

Another two publicly available gene expression data, TCGA Data Portal (https://tcga-data.nci.nih.gov/tcga/) and GSE55909 [35], were also used to identify the differentially expressed lncRNAs in Prostate Cancer.

### RNA interference and transient transfection

All siRNA oligonucleotides against AR and negative control (NC) were were purchased from GenePharma (Shanghai, China), and used at 50 nM concentration. All sequences of synthetic oligonucleotides are listed in Supplementary Table S6. Transfection was carried out with Lipofectamine 2000 Transfection Reagent (Life, USA) according to the manufacturer's procedure.

### Real-time reverse transcription PCR (qRT-PCR) analysis

qRT-PCR for lncRNAs and mRNAs was performed using AceQ qPCR SYBR Green Master Mix (Vazyme Biotech co., ltd) [36]. Primers used for qRT-PCR were listed in Supplementary Table S6. The Ct values were normalized using β-actin as internal control to estimate the different expression of genes. Relative mRNA expression was calculated using the 2^−ΔΔCt^ method. Each sample was run in triplicate to ensure quantitative accuracy.

### Chromatin immunoprecipitation (ChIP) assay

ChIP was performed as described previously [37]. Chromatin immunoprecipitates for proteins and methyl marks were amplified by quantitative PCR, normalized to input, and calculated as percentages of inputs. Fold enrichment levels indicate the fold changes over the negative control immunoglobulin G (IgG). The primers for qRT-PCR analysis of DNA fragments containing ARE were listed in Supplementary Table S6, particularly KLK3 (PSA) enhancer and miR-125b ARE work as the positive control, whereas XBP-1 promoter works as the negative control. A DNA region without a putative ARE also served as negative control.

### Cell proliferation assay

Cell proliferation analysis was performed with Cell Counting Kit-8 (CCK-8, Dojindo Laboratories, Kumamoto, Japan) in octuplicate according to the manufacturer's instructions. Briefly, cells of 5000 per well were seeded into 96-well plate, and examined at the time point of 0, 24, 48, 72, 96, and 120 h. At each time point, CCK-8 (10 μl) was added to the wells, and after an incubation of 2 h at 37°C, absorbance was measured at 450 nm with a Microplate Reader ELx808 (Bio-Tek, VT, USA).

### Cell cycle and apoptosis assay

Cells were harvested 48 h after transfection. For cycle assay, cells were incubated with 0.03% triton X-100 and propidium iodide (PI) (50 ng/mL) for 15 min; the percentages of cells in different phases of cell cycle were measured with a FACScalibur flow cytometer (BD, CA, USA) and analyzed with ModFit software (Verity Software House, ME, USA). For apoptosis assay, cells were assayed with FITC Annexin V Apoptosis Detection Kit (BD, CA, USA) and analyzed by flow cytometry.

### Western blotting analysis

Western blotting was performed as described previously using antibodies against AR (Millipore) and actin (Sigma) [36]. The protein concentration was determined by the BCA Protein Assay Kit (Novoprotein Scientific Inc., China), in accordance with the manufacturer's instructions. Signal intensity of Western blots was quantified by Quantity One Software (Bio-Rad, USA).

### Statistical analysis

The numerical data were presented as mean ± standard deviation (SD) of at least three determinations. Statistical comparisons between groups of normalized data were performed using *T*-test or Mann–Whitney *U*-test according to the test condition. A *p* < 0.05 was considered statistical significance with a 95% confidence level.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

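RNA of LNCaP cells before DHT (0 h) and 2 h after 10 nM DHT was measured, with 1 array per condition and 2 arrays in all. The paper's methods name further time points, which were not used here. The authors deposited, for each array, the output of the Feature Extraction software (version 10.7.1.1), in which the signal of a spot is an intensity after background correction and spatial detrending, with surrogate values for spots not above background and no normalization between arrays. The authors also deposited a table of log2 values for each probe, which they had quantile normalized between the arrays with GeneSpring and not filtered on flags. All value columns of that table were mapped to the 2 samples.

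The processed signals of 175556 non-control spots were quantile normalized, as the paper's methods state, and converted to log2. Spots with a non-uniformity or population outlier flag were left out (2628 at 0 h and 2528 at 2 h), and no spot was saturated. The remaining spots of a probe were averaged on the log2 scale. The paper keeps probes with a present flag in at least 1 condition, and this was taken as at least a share of 0.5 of a probe's spots being positive, significant and well above background on at least 1 array. A change is a difference of at least 2-fold. Where a probe was detected on 1 array only, the undetected side was set to its signal or to the lowest signal of a detected probe on that array, whichever was higher, and the fold change is a lower bound. Probes detected on neither array were given no fold change. The lowest detected log2 signal of a probe was 5.65 at 0 h and 4.64 at 2 h.

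The lncRNA set holds the probes whose names belong to the classes of most probes of Table S2. The paper restricts lncRNAs to those with a description in databases, and this was not repeated, because the files do not pair probes with genes. Gene names were taken from Table 2 and Table S2. Of 312 symbols of Table S2, 57 were found in the reference gene table (assembly GRCh38.p14), 47 as symbols and 10 as synonyms, so a check of gene type was void. No coordinates of that reference were used.

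With 1 array per condition no test was made and no p-value is given. The number of arrays limits the precision of every value. The spread over the spots of a probe within an array was computed as a measure of spot noise only. The probes named were every probe of Table 2, the probes of the 10 lncRNAs, LINC00308, and the 5 largest rises and the 5 largest falls among probes of the lncRNA set detected on both arrays; of these last, at most 2 unnamed probes in each direction are printed. The genes named from Table S2 and the probes found through primer sequences were chosen after the files had been examined. KLK3, TMPRSS2, LINC01138, KLKP1 and the genes behind the changed probes were not analysed here, and planned tests on lists of protein-coding genes were not run.

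The quantile step was checked against limma 3.58.1 in R 4.3.3, and the step that calls probes was run on simulated data. Of 199 probes changed by known amounts, 199 were recovered, with 0 calls among 19257 unchanged probes. Both simulated arrays were made from the 0 h array, with a uniform shift between them and changes well past 2-fold. Only probes detected on both were counted. The run therefore checks the code and gives no rate of false calls for the real arrays, whose difference changed with the signal level. Other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The alternatives were a shift to the 75th percentile or to the median of spots above background on both arrays, a shift to the spike-in probes, a normexp background correction with an offset of 50, the authors' processed values, no detection filter, detection on both arrays, a threshold of 3-fold, saturated spots left out and outlier spots kept. Added after the data were seen were a shift to the 75th percentile of all spots, no scaling, detection by any spot, the median of all spots of a probe, and the lower bound in place of the value. The closing section gives their effect.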

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

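The tests given here on the spike-in probes, the local background, the signal level, the brightest spots, the ends of control RNAs and overlapping probes were chosen only after the result was seen; the test on spot noise was set earlier.

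The paper reports lncRNAs from these arrays, and probes outside the lncRNA set changed as well. Of 17939 such probes detected on at least 1 array, 5009 were at least 2-fold higher at 2 h and 1858 were at least 2-fold lower. Of the probes that were higher, 3552 were detected at 2 h only. In Table 2 or Table S2 the paper lists 29 of those that were higher and 16 of those that were lower, whose names belong to other classes than the lncRNA set, and it does not report the rest. With 1 array per condition there was no control array against which to set them. The split depends on the scaling: after scaling to the spike-in probes 14022 were higher and 42 lower, and with a shift to the 75th percentile of all spots 3455 were higher and 4051 lower.

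Among the technical explanations, spot noise within an array is excluded as the whole cause for probes detected on both arrays. Pairs of spots of the same probe differed at least 2-fold in 5.22% of cases within the 0 h array and in 1.93% within the 2 h array, and in 35.87% between the arrays. A fault that strikes a probe and not its overlapping partner is excluded as the whole cause for probes that share at least 30 bases on the same strand. When a probe changed 2-fold, the overlapping probe moved the same way in 99.30% of cases, against 53.41% for random partners. A fault that follows the shared bases, such as binding of other RNA, would move both probes and is not excluded. Pairs on opposite strands also moved the same way in 93.10% of 29 comparisons. Neither test covers probes detected at 2 h only.

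The rises go with more spots well above background on the 2 h array, and this pattern covers the lncRNA set too. Brighter labelling, hybridization or scanning of the 2 h array would raise spots of every level, and it is excluded as the whole cause, because spots above a log2 signal of 14 had a median difference of -0.20. The spike-in probes were lower at 2 h too, with a median log2 difference of -0.38, which counts against it only if they were added in the same proportion to both samples. A lower local background is excluded, because its median was 72.0 at 2 h and 56.0 at 0 h. A single factor of RNA amount for the whole array is excluded as the whole cause, because the median difference between the arrays changed with the signal level by 1.47 on the log2 scale, while the spike-in probes spread over 0.40.

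Other technical explanations stay open. A few bright RNAs may have taken more of the labelling at 0 h: spots above a log2 signal of 14 had a median difference of 0.18 relative to the spike-in probes, which is within the spread of these probes. More degraded RNA at 0 h could lower the signal of many probes. The control probes of GAPDH and PGK1 at the 5′ end rose by at most 0.19 more than those at the 3′ end, and a pair of genes is too few to decide. A difference in culture or RNA handling is confounded with the treatment, since there was 1 array per condition, and a response to DHT within 2 h stays open and was not tested.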

How the results depend on the processing

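The shift to the 75th percentile of all spots, no scaling, detection by any spot, the median of spots and the lower bound in place of the value were chosen only after the result was seen; the other alternatives, the normalization, the threshold and the lncRNA set were chosen before the data were examined. The share of spots that calls a probe detected and the floor of the lower bounds were set after the files were seen. No paired analysis was possible because there was 1 array per condition. Unless stated, the cause was not tested.

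Scaling to the spike-in probes gave 10565 higher and 11 lower lncRNA probes, 14064 changed probes outside the lncRNA set and 208 probes of Table S2. With no scaling the counts were 9023, 41, 12134 and 210. Scaling to the spike-in probes and no scaling reversed the probe of RP1-45I4.2, from -1.55 to 0.38 and 0.0055. By construction these 2 settings differ from each other by the same amount for every probe. The median log2 difference of all detected probes was 0.16 with quantile normalization, 1.9 with spike-in scaling, 1.53 with no scaling, 0.43 with the 75th percentile of spots above background on both arrays, 0.29 with their median, and -0.12 with the 75th percentile of all spots, which gave 4044 lower lncRNA probes.

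The normexp background correction gave 1378 higher and 832 lower lncRNA probes, 2566 changed probes outside the set and 153 probes of Table S2. Its offset of 50 shrinks the log2 differences of weak signals by construction. The offset and the background model were not run apart. Requiring detection on both arrays left 854 higher lncRNA probes, 3086 changed probes outside the set, 4 probes of Table 2, 197 of Table S2 and 17 of the 10 lncRNAs, because fewer probes enter by construction. Without a detection filter 4621 lncRNA probes were lower. The 3-fold threshold gave 2507 higher and 540 lower lncRNA probes, 3360 changed probes outside the set and 196 probes of Table S2, as a stricter threshold must. Counting lower bounds gave 2004 higher lncRNA probes and 4536 changed probes outside the set.

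LINC00308 kept its direction and stayed past 2-fold in every alternative run on it. Its lower bound of 3.34 on the log2 scale became 4.86 with spike-in scaling, 4.48 with no scaling, 2.01 with normexp, 2.84 with the authors' values, 2.83 with the 75th percentile of all spots, 4.58 with detection by any spot and 2.72 with the median of spots, and its value without a detection filter was 5.27. It has no value where detection on both arrays is required.

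Of the other named probes with a value, 53 were past 2-fold. They all kept their direction and stayed past 2-fold with the shift to the 75th percentile or the median of spots above background on both arrays, with no detection filter, with detection by any spot, with lower bounds, with outlier spots kept and with saturated spots left out. The authors' values and no scaling kept 51 each, the 75th percentile of all spots and the median of spots 49 each, spike-in scaling 46 and normexp 44. Where detection on both arrays was required, 28 of 28 with a value kept it, because the values are the same by construction. The alternatives on the set of non-coding genes, on the genes behind the changed probes and on the androgen-induced gene list were not run, because the files do not pair probes with genes. Leaving out saturated spots changed nothing, since there were 0. Signal over background is one limit of these results: at 0 h, 21.94% of spots were well above it.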

Differences from the paper's values

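The alternatives that count lower bounds, detect a probe by any spot, shift to the 75th percentile of all spots, or use no scaling were chosen only after the result was seen.

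The paper reports 3767 changed lncRNA transcripts, and 6439 probes of the lncRNA set were changed here. The paper's set was restricted to lncRNAs described in databases, and the set used here was formed by probe name. Of the alternatives set before the data were examined, detection on both arrays (2941) and the 3-fold threshold (3047) lie within 1.5 times of the paper's value. The shifts to the 75th percentile, the median and the spike-in probes, normexp, the authors' values, no detection filter, saturated spots left out and outlier spots kept do not. Counting lower bounds, which was chosen after seeing the values, gave 4164.

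The paper reports 1991 transcripts as up-regulated, and 4031 probes were higher here. Of the alternatives set before the data were examined, normexp (1378) and the 3-fold threshold (2507) lie within 1.5 times of the paper's value, and the others do not. Counting lower bounds gave 2004 and the shift to the 75th percentile of all spots 2697, and both were chosen after seeing the values.

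Table 2 lists 15 down-regulated transcripts, and 11 of them were detected on neither array here, so no fall is given for them. With no detection filter, an alternative set before the data were examined, and with detection by any spot, which was chosen after seeing the values, 25 of the 30 probes of Table 2 were past 2-fold in the direction listed, against 19.

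The paper names LINC00308 as the most up-regulated lncRNA. Here it was at least 10.1-fold higher and was not well above background at 0 h, so its place is not fixed. By the difference with no bound it was in place 5 among the 475 probes named in Table 2 and Table S2. By the authors' values, an alternative set before the data were examined, it was in place 1 among them. Among all 14501 detected probes of the lncRNA set, which include probes that the tables do not name, it was in place 16 by the difference and in place 8 by the authors' values.

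Fig. 2A shows SUZ12P1 lower at 2 h, and its probe in Table S2 was at least 2.73-fold higher here. The direction was kept under every scaling run, but with normexp the log2 difference was 0.81, which is not past 2-fold. The offset in normexp shrinks the log2 differences of weak signals by construction. Fig. 2A shows LINC00969 higher at 2 h, and the probe that holds its PCR primer, picked after the files had been examined, had a log2 difference of -0.64. That probe was higher with spike-in scaling, by 0.68, and with no scaling, by 0.31, the latter chosen after seeing the values.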

Other observations

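The tests on the second brightest spot of Table 2 probes and on the bars of SUZ12P1 in Fig. 2A were chosen only after the result was seen, as were the 99th percentile in the test on neighbouring spots and the comparison of signal levels over all detected probes; the other tests were set before their results were seen.

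Among the falls of Table 2, 11 rest on 1 of 3 spots at 0 h. For the 5 probes whose bright spot carries an outlier flag, a lower RNA level at 2 h is excluded as the cause, because the second brightest spot at 0 h had a log2 signal of at most 3.45, which is background. For the 6 without a flag the second brightest spot reached 6.40, so a fall from a weak signal stays open. A defect spreading over neighbouring spots of the 0 h array is a candidate explanation. On that array 128 spots of 3-spot probes were well above background and exceeded their replicates by at least 2 on the log2 scale, and 59 of these had another such spot within 3 rows or columns. In 10000 random sets of as many spots the median was 4.0 and the 99th percentile 12.0. Of the 11 probes of Table 2, 10 are among the 128, and 6 have such a neighbour. On the 2 h array 70 such spots were found.

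Among probes detected on both arrays, changed lncRNA probes lean lower than changed other probes: 29.04% of those in the lncRNA set rose, and 47.21% of the others. Detection on both arrays leaves out rises from an undetected 0 h signal, so these shares depend on that filter. Over all detected probes, 62.60% of the changed probes of the lncRNA set and 72.94% of the others rose. A lower signal of the lncRNA probes is excluded as the whole cause. When the other probes were weighted to the signal levels of the lncRNA set, 38.68% of their changed probes rose among those detected on both arrays, so the gap narrowed and did not close, and 75.16% rose among all detected probes. The share also depends on the scaling, and no biological explanation was tested.

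Most probes of MALAT1, NEAT1 and TUG1 in Table S2 are far higher at 2 h. The exceptions after quantile normalization are TUG1 probe oebiotech_09070 (-0.98, but 0.63 under spike-in scaling and 0.25 with no scaling), NEAT1 probe oebiotech_03110 (-1.11, detected at 2 h only), and 2 MALAT1 probes and 1 TUG1 probe that rose in signal but are not past 2-fold as lower bounds. The 22 probes detected on both arrays, of which 14 are of TUG1, had a median log2 difference of 2.25. Table S2 holds only probes that the paper called changed, so this median does not stand for all probes of these genes. The quantile normalization is excluded as the whole cause for these probes, because the median was 3.38 with no scaling, and the lowest median over the scalings was 1.73, with the shift to the 75th percentile of all spots. A larger share of nuclear RNA in the 2 h sample and a response to DHT within 2 h were not tested and stay open.

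Fig. 2A shows SUZ12P1 lower at 2 h, unlike its probe. A candidate explanation is that the fold change and its log2 were drawn in place of the 0 h and 2 h values. Within 0.3, the bars of 5 of 6 lncRNAs match the paper's 0 h and 2 h values of a Table S2 probe, and those of SUZ12P1 match the paper's fold change of 3.81 and its log2 of 1.93. The lowest log2 value in the authors' table is 3.29, above the lower bar. This was found on the same figure and rests on a single lncRNA, so it is not decided.

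Probes that share at least 30 bases on opposite strands also moved together: over 87 pairs detected on both arrays, the correlation across probes (Pearson's r) was 0.79, and it was 0.95 over 1719 pairs on the same strand. Probes are not independent replicates.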
